# Paracrine-mediated rejuvenation of aged mesenchymal stem cells is associated with downregulation of the autophagy-lysosomal pathway

**DOI:** 10.1038/s41514-022-00091-0

**Published:** 2022-07-18

**Authors:** George Hung, Tamara Ashvetiya, Aleksandra Leszczynska, Wanjun Yang, Chao-Wei Hwang, Gary Gerstenblith, Andreas S. Barth, Peter V. Johnston

**Keywords:** Cell signalling, Ageing, Autophagy, Pluripotent stem cells

## Abstract

Age-related differences in stem-cell potency contribute to variable outcomes in clinical stem cell trials. To help understand the effect of age on stem cell potency, bone marrow-derived mesenchymal stem cells (MSCs) were isolated from young (6 weeks) and old (18–24 months) mice. HUVEC tubule formation (TF) induced by the old and young MSCs and ELISA of conditioned media were compared to one another, and to old MSCs after 7 d in indirect co-culture with young MSCs. Old MSCs induced less TF than did young (1.56 ± 0.11 vs 2.38 ± 0.17, *p* = 0.0003) and released lower amounts of VEGF (*p* = 0.009) and IGF1 (*p* = 0.037). After 7 d in co-culture with young MSCs, TF by the old MSCs significantly improved (to 2.09 ± 0.18 from 1.56 ± 0.11; *p* = 0.013), and was no longer different compared to TF from young MSCs (2.09 ± 0.18 vs 2.38 ± 0.17; *p* = 0.27). RNA seq of old MSCs, young MSCs, and old MSCs following co-culture with young MSCs revealed that the age-related differences were broadly modified by co-culture, with the most significant changes associated with lysosomal pathways. These results indicate that the age-associated decreased paracrine-mediated effects of old MSCs are improved following indirect co-culture with young MSC. The observed effect is associated with broad transcriptional modification, suggesting potential targets to both assess and improve the therapeutic potency of stem cells from older patients.

## Introduction

The overriding goals of stem cell therapy are to improve the repair of damaged tissues and limit the loss of function following an injury. Older patients, with increased likelihood of disease, stand to benefit the most from stem cell and other regenerative therapies. Yet, advanced age and age-associated comorbid medical conditions such as diabetes and heart failure have been shown to negatively affect the therapeutic potency of a patient’s stem cells^1–9^, which may explain, in part, the variable effects of autologous cells in clinical trials to date^10–12^. At the same time, there is a growing consensus that stem cells exert beneficial effects to a large extent by release of growth factors, cytokines, exosomes, and other micro-vesicles, which are collectively referred to as “paracrine factors” (PFs)^13–15^. Age-related differences in PF composition and release may explain variations in stem cell therapeutic potency among patients whose ages differ^16–18^. However, there is also evidence that stem cells obtained from older animals can revert to a younger phenotype (i.e. be “rejuvenated”) in some cases following exposure to media conditioned by younger cells^19–21^, offering hope that stem cell tissue repair can be enhanced in those with sub-optimal cells. Less is known regarding how such “rejuvenated” old cells are modified on a transcriptional level. Understanding the effect of exposure to media conditioned by young cells on PF release by rejuvenated old cells, as well as the underlying mechanism, could lead to methods to improve cell and tissue repair in older patients.

Mesenchymal stem cells (MSCs) are frequently tested in clinical trials of cell therapy for the heart and other organs and release a spectrum of PFs^22–25^. To assess the effect of age on MSC therapeutic potency, bone marrow-derived MSCs were isolated from young (4–6 weeks) and old (18–24 months) mice and their abilities to stimulate paracrine-mediated angiogenesis were compared. We further sought to determine whether exposure of MSCs obtained from older animals to media conditioned by MSCs from young animals improves experimental angiogenic performance and PF release by the “rejuvenated” old MSCs. Further, to examine underlying differences in gene expression between young and old MSCs, and the effects of exposure of old MSCs to media conditioned by young MSCs on gene expression, we performed RNA sequencing and quantitative RT-PCR.

## Results

### MSC characterization and differentiation

Surface marker expression confirmed MSC phenotype as evidenced by expression of CD44 and SCA-1 with the absence of CD34, CD45, and CD31 (Fig. 1a). There was no significant difference in surface marker expression between old and young MSCs. Old and young MSCs were induced to undergo osteogenic and adipogenic differentiation upon exposure to respective differentiation medium (Fig. 1b). Van Kossa staining revealed the presence of mineralized matrix in all samples treated with osteogenic supplements. The staining was more prominent in young MSCs compared to old MSCs, and calcium levels were substantially greater in young, compared to old, MSCs (Fig. 1c). The formation of lipid droplets in young and aged MSCs after exposure to adipogenic media was observed using Oil Red O staining. There was no significant difference in adipogenic differentiation between the old and young MSCs (Fig. 1d).

**Fig. 1:**
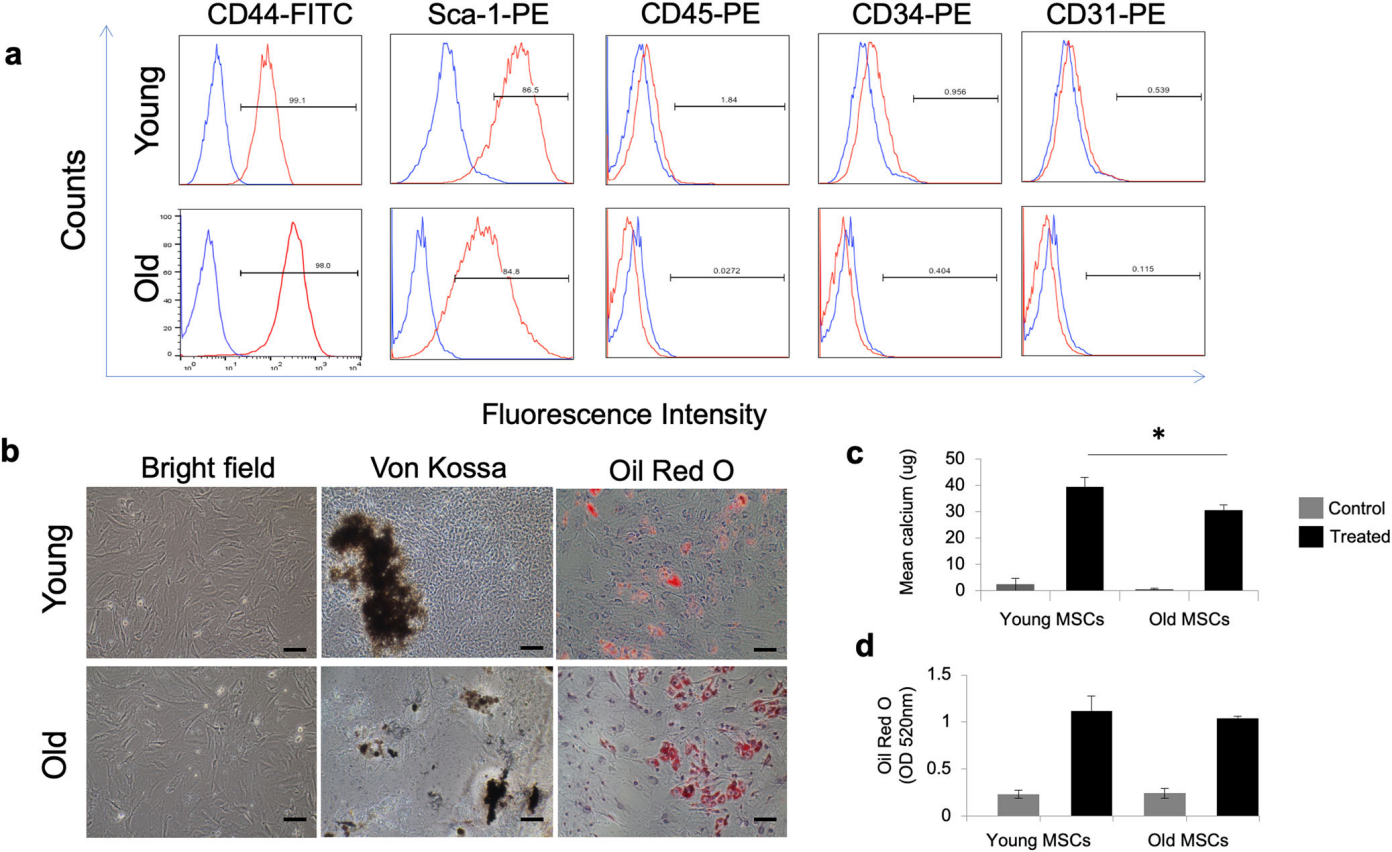
MSC characterization and in vitro differentiation capacity. **a** Flow cytometry results show that MSCs from both young and aged donor mice were uniformly positive for MSCs markers CD44 and Sca-1 and negative for hematopoietic stem cells markers CD34 and CD45 and endothelial marker CD31 (*n* = 6). **b** MSCs from young and aged donor mice display fibroblast-like morphology on bright field microscopy (left panels; scale bar = 20 μm). Following exposure to differentiation media MSCs from both young and aged mice showed osteogenic (middle panels) and adipogenic (right panels) differentiation as detected by Von Kossa and oil red O staining, respectively. **c** Quantitative assessment of calcium deposition showed significantly less calcium deposition in aged MSCs compared to young following exposure to differentiation media (*p* ≤ 0.05; *t* test; *n* = 3 each group). **d** There was no significant difference in lipid content between groups (*t* test; *n* = 3 each). MSCs cultured in control medium served as negative control for both conditions. Error bars show s.d.

### Young MSCs show superior paracrine-mediated angiogenesis compared to old MSCs

Bioreactor tubes containing 10^5^ young MSCs (*n* = 10) induced significantly greater paracrine-mediated angiogenesis as assessed by normalized tubule formation in the HUVEC assay than did BT containing the same number of old MSCs (*n* = 23): 2.38 ± 0.17 vs 1.56 ± 0.11, *p* = 0.0003 (Permutation test; Fig. 2a). Young MSCs also released significantly greater amounts of VEGF and IGF1 compared to those released by old MSCs (Fig. 2b). For VEGF: 37.2 ± 3.6 vs 15.0 ± 6.1 pg/ml (*p* = 0.009; *n* = 6 in each group; Mann–Whitney) and for IGF1: 30.2 ± 5.0 vs 15.8 ± 5.0 pg/mL (*p* = 0.037; *n* = 6 in each group; Mann–Whitney). There was no significant age difference in SDF1 release, 201.7 ± 14.*0* vs 155.0 ± 31.7 pg/ml for young and old, respectively (*p* = 0.24 *n* = 6 for young MSCs, *n* = 4 for old; Mann–Whitney).

**Fig. 2:**
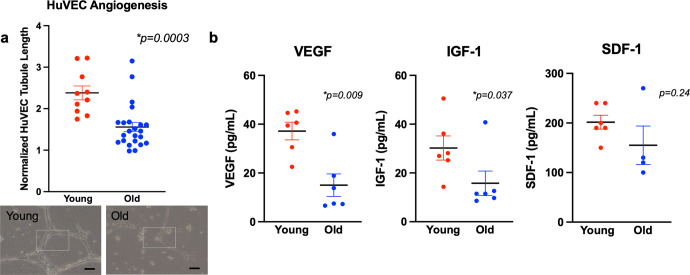
HUVEC tubule formation and relevant PF release: young v old. **a** Young MSCs housed in bioreactor tubes (*n* = 10) stimulated significantly greater TF by HUVECs over 18 h than did the same number of old MSCs (*n* = 23; *p* < 0.001; permutation test; scale bar = 20 μm). **b** Conditioned media from young MSCs produced significantly greater amounts of VEGF (*p* = 0.009; Mann–Whitney; *n* = 6 for each group) and IGF-1 (*p* = 0.047; Mann–Whitney; *n* = 6 for each group) than did conditioned media from old MSCs; there was no significant difference in SDF-1 production (Mann–Whitney; *n* = 6 for young, *n* = 4 for old). Error bars show s.e.m.

### Rejuvenation of old MSCs by exposure to PFs released by young MSCs

To determine whether exposure of old MSCs to media conditioned by young MSCs improves PF-mediated angiogenesis by the older cells, bioreactors containing 10^5^ old MSCs were co-incubated with separate bioreactors containing 10^5^ young MSCs for 7 days (Fig. 3b). Control experiments were performed using 2 separate bioreactors, both containing 10^5^ old MSCs. Exposure of old MSCs to the PFs from the young MSCs significantly improved their ability to induce paracrine-mediated tubule formation in the HUVEC assay, with normalized tubule formation of 2.09 ± 0.18 (*n* = 14) by the “rejuvenated” old MSCs vs 1.56 ± 0.11 stimulated by old MSCs grown alone (*n* = 23; *p* = 0.013; Permutation test; Fig. 4a). In addition, tubule formation by the “rejuvenated” old MSCs and young MSCs grown alone were not significantly different: 2.09 ± 0.18 (*n* = 14) vs 2.38 ± 0.17 respectively (*n* = 10 in each group; *p* = 0.27; Permutation test). Tubule formation by bioreactors containing old MSCs exposed to bioreactors containing other old MSCs (*n* = 20) was significantly less than that by the “rejuvenated” old MSCs: 1.53 ± 0.08 vs 2.09 ± 0.18, respectively (*p* = 0.003; Permutation test) and not significantly different from tubule formation stimulated by bioreactors containing old MSCs grown alone: 1.53 ± 0.08 vs 1.56 ± 0.11, respectively (*p* = 0.83; permutation test).

**Fig. 3:**
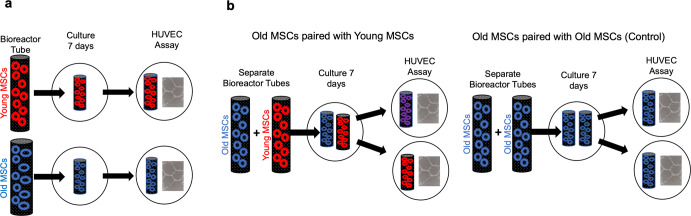
Workflow for human umbilical vascular endothelial cell (HUVEC) angiogenesis experiments. **a** The same number of MSCs obtained from old or young C57BL mice were placed in separate bioreactor tubes and grown at standard culture conditions. After 7 d the bioreactor tubes were placed separately in plates containing HUVECs in media without any supplement. Tubule formation (TF) was assessed after 18 h. **b** For the rejuvenation experiments, two separate bioreactor tubes were placed in the same well for 7 d. Pairings included old MSCs grown with separate old MSCs (control) and old MSCs grown separately with young MSCs (rejuvenation). After 7 d the bioreactor tubes were removed and used separately to stimulate HUVEC angiogenesis with TF assessed after 18 h.

**Fig. 4:**
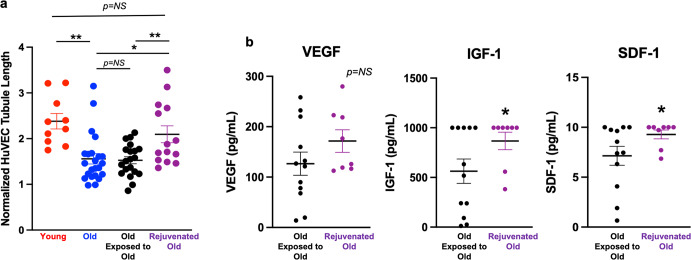
Rejuvenating effect of exposure of old MSCs to young MSCs on HUVEC tubule formation and PF release. **a** Co-culture of old MSCs with young MSCs housed in a separate bioreactor tube for 7 d (“Old × Young”; *n* = 14 in each group) “rejuvenated” the old MSCs. TF stimulated by the rejuvenated old MSCs was significantly greater than that of unexposed old MSCs and that of old MSCs grown in co-culture for 7 d with other old MSCs (“Old × Old”; *n* = 12) and was not significantly different from that of the young MSCs. **b** The rejuvenated old MSCs also produced significantly greater amounts of IGF-1 (*p* < 0.05; Mann–Whitney) and SDF-1 (*p* < 0.05; Mann–Whitney) than did old MSCs paired with other old MSCs; there was no significant difference in the release of VEGF (*p* = NS; Mann–Whitney). For figures: *p < 0.05, **p ≤ 0.01. Error bars show s.e.m.

### Improved PF release by rejuvenated old MSCs

There was a non-significant trend for higher VEGF production by the “rejuvenated” old MSCs (*n* = 8) compared to VEGF production by old MSCs grown with other old MSCs (*n* = 12 in each group): 171.5 ± 22.4 vs 126.8 ± 23.0 pg/mL (*p* = 0.17; Mann–Whitney; Fig. 4b). However, there were significant increases in their production of IGF1: 867.4 ± 88.4 vs 563.5 ± 122.6 pg/mL (*p* = 0.047; Mann–Whitney) and SDF1: 9.3 ± 0.45 vs 7.1 ± 0.95 ng/mL (*p* = 0.038; Mann–Whitney). These results indicate that IGF1 and SDF1 may play an important role in mediating the “rejuvenation” angiogenesis effect of exposure of old MSCs to media containing PFs elaborated by young MSCs.

### RNA sequencing reveals marked differences among young, old, and rejuvenated old MSCs

To both assess the transcriptional differences between young and old MSCs, and the changes in old MSCs mediated by exposure to media conditioned by PFs released by young MSCs, RNA sequencing was performed. 

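RNA was sequenced from 18 cultures, 6 each of young, old and rejuvenated old MSCs. MSCs are the adherent stromal cells that grow out of bone marrow, here from mice of 6 weeks (young) or 18 to 24 months (old). Each library came from a culture of 7 days at 100000 cells per well. Rejuvenated old MSCs were old MSCs that had shared the well for 7 days with young MSCs behind a semi-permeable membrane, which lets soluble factors but not cells through. No library of old MSCs co-cultured with other old MSCs was used here, so the difference between rejuvenated old and old MSCs holds both the presence of a second layer of cells and the age of its donors. The authors aligned the reads to the mouse genome mm10 with HISAT2, counted them on genes with StringTie and featureCounts, and normalized the counts with DESeq2. Their deposited values for 27179 genes are the read count of each gene divided by 1 size factor per library. These size factors could be undone, because every value of a library was a whole multiple of one step. Whole reads were obtained for 100% of the values, with a largest departure of 5.36e-05 of a read. The young libraries held 22936251 to 25648769 reads on genes (median 24296356). The old libraries held 24965971 to 29559194 reads (median 27016557), and the rejuvenated old libraries 26018046 to 29155223 (median 28604258.5). The deepest library thus had 1.29 times the reads of the shallowest. At least 1 read was found for 21697 genes, and the 14353 genes with a mean of at least 10 normalized counts over all libraries were tested. The tests were made with limma on log2(normalized count + 1), with all 3 groups in one fit, and p was adjusted by the Benjamini-Hochberg method to call a differentially expressed gene (DEG) below 0.05. Fold changes are on this log2 scale, which understates the change of low genes. The biological coefficient of variation between libraries was 5.38% in young, 7.06% in old and 8.22% in rejuvenated old MSCs. All 15 pairs of libraries within each group differed by more than the sampling noise of reads (chi-square per degree of freedom 2.54 to 22.3), so none was taken for a library deposited more than once. This does not show whether the 6 libraries of a group came from independent cultures, and the number of donor mice is not stated. All 6 young libraries shared nearly the same shifts of whole chromosomes against old MSCs, such as -0.740 to -0.683 on chromosome 16 relative to all autosomes. The p-values measure the spread between libraries, which need not be the spread between mice.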

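Between the 3 groups lay 81.7% of the total squared distance among the libraries, on log2(normalized count + 1) of the 21697 genes with at least 1 read. No random assignment of the group labels gave a share as large (permutation test with 100000 permutations, p = 1e-05, the smallest they can give). Scaling each gene to unit variance moved this share most, to 60.2%. The first principal component held 78.6% of the variance and separated young MSCs from both other groups. Its score was 160.5 ± 1.31 (SD, n = 6) in young, -82.3 ± 0.563 (SD, n = 6) in old and -78.2 ± 7.05 (SD, n = 6) in rejuvenated old MSCs. The second component held 3.25% of the variance and separated old from rejuvenated old MSCs, with scores of 27.7 ± 1.42 (SD, n = 6) and -28.1 ± 6.48 (SD, n = 6), while young MSCs scored 0.435 ± 1.403 (SD, n = 6). The distance between the means of old and rejuvenated old MSCs was 23.0% of that between old and young MSCs. On an axis that runs from 0 at the old mean to 1 at the young mean, the rejuvenated old libraries lay at 0.0314 ± 0.0276 (SD, n = 6) and the old libraries between -0.00310 and 0.00584. All 6 rejuvenated old libraries lay above all 6 old libraries (two-sided exact permutation test over 924 splits, p = 0.00216, the smallest they can give). Rejuvenated old replicate 1 was farthest along this axis, at 0.0868, and the other libraries of its group lay at 0.0203 ± 0.00562 (SD, n = 5).

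**Figure D1:**
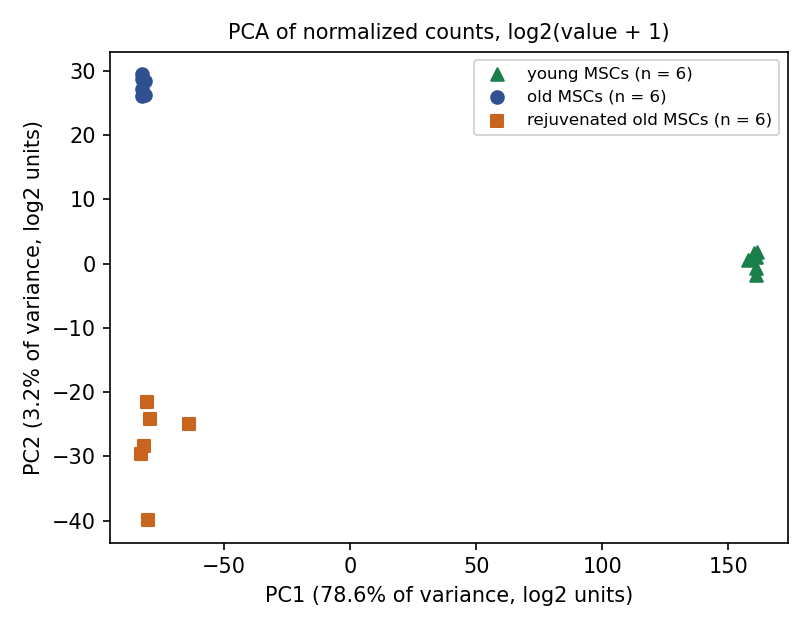
First and second principal components (78.6% and 3.25% of the variance) of log2(normalized count + 1), with 1 point for each of the 18 libraries. The 6 young libraries lie apart on the first component, and the 6 old and 6 rejuvenated old libraries lie apart on the second.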

Principal component analysis (PCA) of the >20,000 transcripts assessed revealed three distinct expression groups correlating with young, old, and rejuvenated old MSCs (Fig. 5). 

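Expression differed between old and rejuvenated old MSCs in 5971 of the 14353 genes tested, or 41.6% (adjusted p under 0.05, limma). Of these DEGs, 3016 were higher and 2955 were lower in rejuvenated old MSCs. Without adjustment, 6972 genes had a p under 0.05. Most changes were small, with a median absolute log2 fold change of 0.26 among the DEGs. The count depended most on a limit on the fold change. With an absolute log2 fold change of at least 2 also required, a limit chosen after seeing the values, 33 DEGs were left.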

There were 2831 differentially expressed gene transcripts (DEGs) when those from the old MSCs were compared to those from the rejuvenated old MSCs. Of these, 831 were differentially expressed in rejuvenated old MSCs in a pattern that was more similar to that of the young MSCs, i.e. represented a more “youthful” expression profile (Fig. 6).

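The paper describes more youthful expression in Fig. 6 as closer to that of young than of old MSCs, without a threshold. The rule used here asks for the direction and not for closeness. A DEG of old against rejuvenated old MSCs was counted as more youthful when it was also a DEG of old against young MSCs and both changes had the same direction. Of the 5320 genes that were DEGs in both comparisons, 3400 (63.9%) changed in the same direction and 1920 in opposite directions. The 3400 genes were 56.9% of the DEGs of old against rejuvenated old MSCs and 27.6% of those of old against young MSCs. A stricter limit moved this count most, to 14 genes with both absolute log2 fold changes at least 2, which was also chosen after seeing the values. In the median more youthful DEG, rejuvenated old MSCs had covered 0.353 of the difference between old and young MSCs, and 437 of the 3400 had passed the young mean. The mean was closer to young than to old MSCs in 1183 of them, and 600 were not DEGs of young against rejuvenated old MSCs. Both comparisons use the same 6 old libraries, which by itself makes their fold changes correlate. Across genes, which are not independent replicates, the fold changes of the comparisons had a Pearson r of 0.178 and a Spearman rho of 0.191. Simulated groups without any change, set against the same old libraries, gave a mean r of 0.494 and 0 more youthful genes. Such groups hold only the shared noise, so their r is no yardstick for the observed 0.178. With 3 old libraries for each comparison and none shared, r was 0.146 to 0.170, and 62.5% to 65.1% of the genes called in both changed in the same direction. When the changes in co-culture were shuffled over genes, this share was 50.98% on average and at most 52.1%, and 2913 genes on average counted as more youthful. Of all DEGs of old against rejuvenated old MSCs, 1515 lay closer to young than to old MSCs, against 1752 on average after this shuffling.

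**Figure D2:**
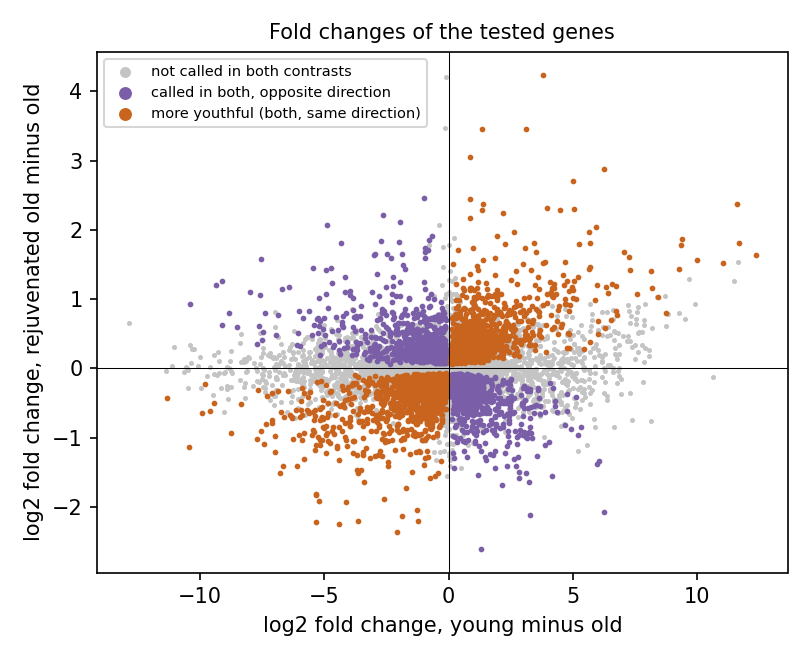
Log2 fold change of rejuvenated old minus old MSCs against that of young minus old MSCs, with 1 point for each of the 14353 genes tested. The 3400 more youthful DEGs lie in the lower left and upper right of the plot, and the 1920 genes called in both with opposite directions lie in the upper left and lower right.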

**Fig. 5:**
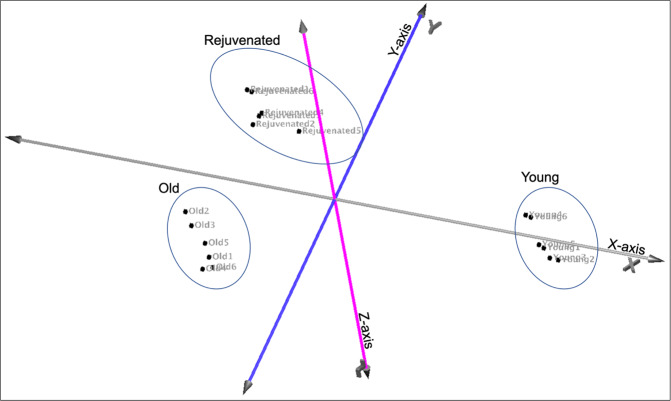
Principal component analysis (PCA) of > 20,000 analyzed genes. PCA of young, old, and rejuvenated old MSCs (6 replicates for each condition) reveals three distinct gene expression patterns.

**Fig. 6:**
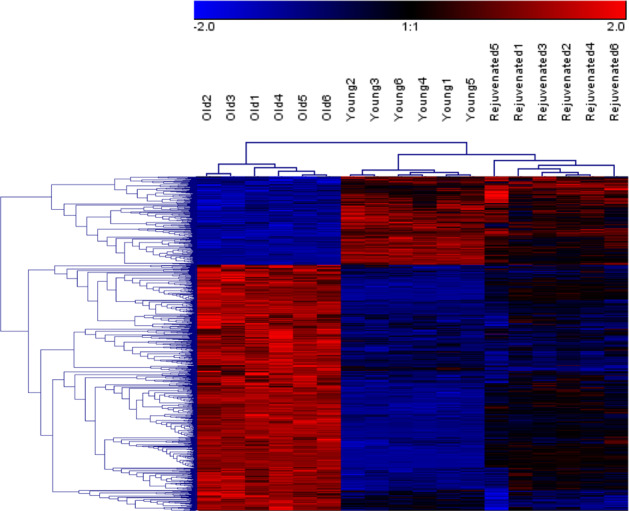
Differentially expressed genes (DEGs) with more “youthful” expression in rejuvenated old MSCs. Of the 2831 observed DEGs between the old and the rejuvenated old MSCs, 831 of those in the rejuvenated MSCs had more “youthful” expression, i.e. expression of DEGs that was more like that of the young MSCs, than that of the old MSCs. Gene expression levels are color-coded with blue and red representing low and high expression levels, respectively.

### Functional annotation

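Lists of the members of 13 pathways and cell types were written by hand from general knowledge before the values were seen, and KEGG's own lists were not used here. Each list was set against all other genes tested with camera, which assumed a correlation of 0.01 between members, and p was adjusted over the 13 lists. In rejuvenated old against old MSCs, the median log2 fold change of the 100 lysosome genes tested was -0.16 (adjusted p = 4.85e-10). Of these, 58 were lower and 10 were higher, or 61 and 10 when p was adjusted over the list alone. The 22 tested subunits of the vacuolar ATPase (V-ATPase), the proton pump that acidifies lysosomes, had a median of -0.18 (adjusted p = 7.36e-05). Of these, 12 were lower and 1 was higher, also when adjusted over the list alone. The 70 genes of extracellular matrix (ECM)-receptor interaction had a median of -0.27 (adjusted p = 2.08e-05), which stayed at -0.27 with the 2 members at the floor of 3 reads set to their bound. Of these, 33 were lower and 9 were higher, or 35 and 9 when adjusted over the list alone. Estimating the correlation between members from the data moved these tests most, to an adjusted p of 0.0500 for the lysosome list, 0.0288 for V-ATPase and 0.0805 for ECM-receptor interaction. In this comparison camera called 7 of the 13 lists, and all 7 calls held with fry, a rotation test, while only those of the V-ATPase and glycolysis lists held with the estimated correlation. In young against old MSCs camera called 6 lists, and all 6 calls held with fry, while only those of the macrophage, osteoblast and adipocyte marker lists held with the estimated correlation. Among the 3400 more youthful DEGs were 42 lysosome genes, an odds ratio of 2.35 against all other genes tested (two-sided Fisher's exact test, adjusted p = 0.000283). The 10 V-ATPase list members among more youthful DEGs gave an odds ratio of 2.69 (adjusted p = 0.0430), and the 26 ECM-receptor interaction list members among more youthful DEGs gave 1.91 (adjusted p = 0.0326). With a pseudocount of 10, these ratios were 2.15 (adjusted p = 0.123) and 1.84 (adjusted p = 0.0513). A more youthful DEG must first be a DEG of old against rejuvenated old MSCs, so such odds ratios also rise where a list merely changed in co-culture. They do not by themselves show that the changes of a list lean towards young MSCs.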

KEGG pathway analysis of the 831 DEGs with the more youthful expression profile showed that rejuvenation was associated with downregulation of lysosomal pathways and significant changes in extracellular matrix–receptor interaction (FDR < 5%; Fig. 7a, b). 

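Lamp1 (gene number 16783), which encodes a protein of the lysosomal membrane, lies on chromosome 8 of GRCm38.p6 (mm10) from 13159161 to 13175338. Its normalized count was 32440 ± 1023.0 (SD, n = 6) in young, 42372 ± 1069.9 (SD, n = 6) in old and 31396 ± 2180.2 (SD, n = 6) in rejuvenated old MSCs. The log2 fold change was -0.44 (standard error 0.04, adjusted p = 1.42e-08) in rejuvenated old against old MSCs and -0.39 (adjusted p = 6.28e-09) in young against old MSCs. Gaa (gene number 14387), the lysosomal alpha-glucosidase, lies on chromosome 11 from 119267963 to 119285458. It had 11836 ± 403.4 (SD, n = 6) normalized counts in young, 14663 ± 588.1 (SD, n = 6) in old and 11078 ± 326.8 (SD, n = 6) in rejuvenated old MSCs. Its fold change was -0.40 (standard error 0.03, adjusted p = 9.17e-10) after co-culture and -0.31 (adjusted p = 4.14e-09) in young against old MSCs. Atp6v0a2 (gene number 21871), a V-ATPase subunit on chromosome 5 from 124629052 to 124724455, had 1001 ± 60.7 (SD, n = 6) normalized counts in young, 1507 ± 64.0 (SD, n = 6) in old and 1173 ± 170 (SD, n = 6) in rejuvenated old MSCs. The change was -0.37 (standard error 0.07, adjusted p = 0.000339) in rejuvenated old and -0.59 (adjusted p = 1.42e-07) in young against old MSCs. Rejuvenated old replicate 5 lay apart for Atp6v0a2, at 853 normalized counts against 1177 to 1334 in the other libraries of its group. For each of the 3 genes, all 6 old libraries lay above the 12 young and rejuvenated old libraries.

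**Figure D3:**
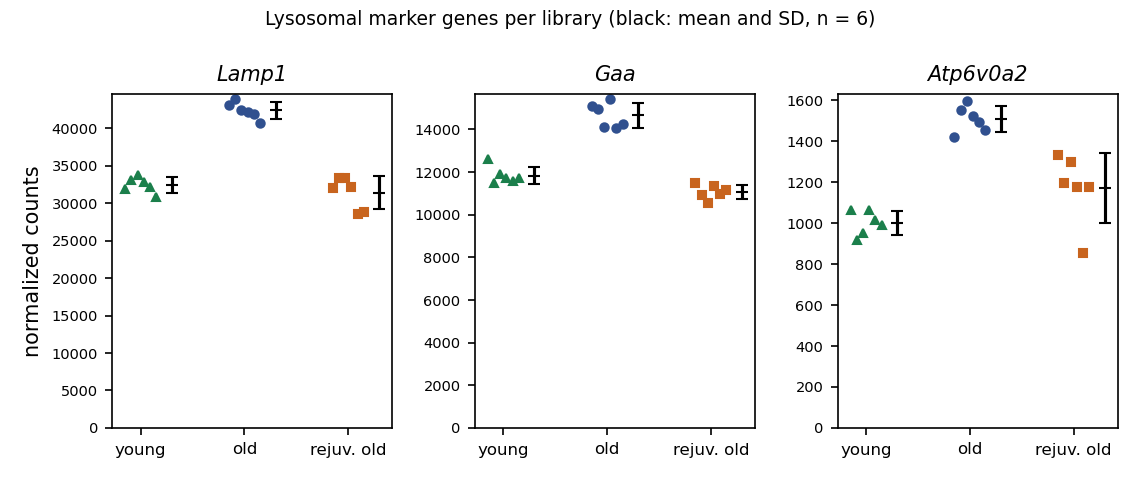
Normalized counts of Lamp1, Gaa and Atp6v0a2 in each library of young, old and rejuvenated old MSCs, with the mean and SD (n = 6) in black. The 6 old libraries lie above all others for each gene.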

Several lysosomal marker genes showed significant upregulation with aging and downregulation with rejuvenation (e.g. Lamp1, Gaa, and Atp6v0a2; Fig. 7b) and expression of these genes was validated by SybrGreen RT-PCR (Fig. 8). Transcripts that showed no significant change in rejuvenation were more likely to be involved in “Pathways in cancer” and signaling pathways, e.g. the PI3K-Akt-pathway (FDR < 5%; Fig. 7). 

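Of the DEGs of old against young MSCs, 6977 were not DEGs of old against rejuvenated old MSCs. The paper called 2831 DEGs in the latter comparison against 5971 here, so its set without change is a different one. The PI3K-Akt signalling list, written by hand like the others, has 196 genes tested, and 85 of them were in this unchanged set. These PI3K-Akt signalling list members among unchanged age DEGs gave an odds ratio of 0.807 (two-sided Fisher's exact test, adjusted p = 0.150 over 6 lists). With no filter on low values the ratio was 1.09 (adjusted p = 0.587), and without rejuvenated old replicate 3 it was 0.721 (adjusted p = 0.0308). Among the more youthful DEGs were 50 genes of this list, an odds ratio of 1.105 (adjusted p = 0.636). The 29 lysosome list members among unchanged age DEGs gave an odds ratio of 0.429 (adjusted p = 0.000460), which became 0.682 (adjusted p = 0.272) with no filter on low values. The same set held 25 genes of ECM-receptor interaction (odds ratio 0.586, adjusted p = 0.0469) and 7 V-ATPase subunits (odds ratio 0.493, adjusted p = 0.150). The call of ECM-receptor interaction was lost in 4 of the 18 fits that each left out 1 library. In rejuvenated old against old MSCs, 48 genes of the PI3K-Akt list were higher and 47 were lower, with the same numbers adjusted over the list alone, and camera did not set the list apart (adjusted p = 0.756). A list for cancer pathways was not used here.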

To validate the findings of the KEGG pathway analysis, functional assessment of autophagy was performed using old, young, and rejuvenated old MSCs (Fig. 7c) showing significant differences between old and young (*p* < 0.05; *t* test) and old and rejuvenated old MSCs (*p* < 0.05; *t* test) and no significant difference between young and rejuvenated old MSCs.

**Fig. 7:**
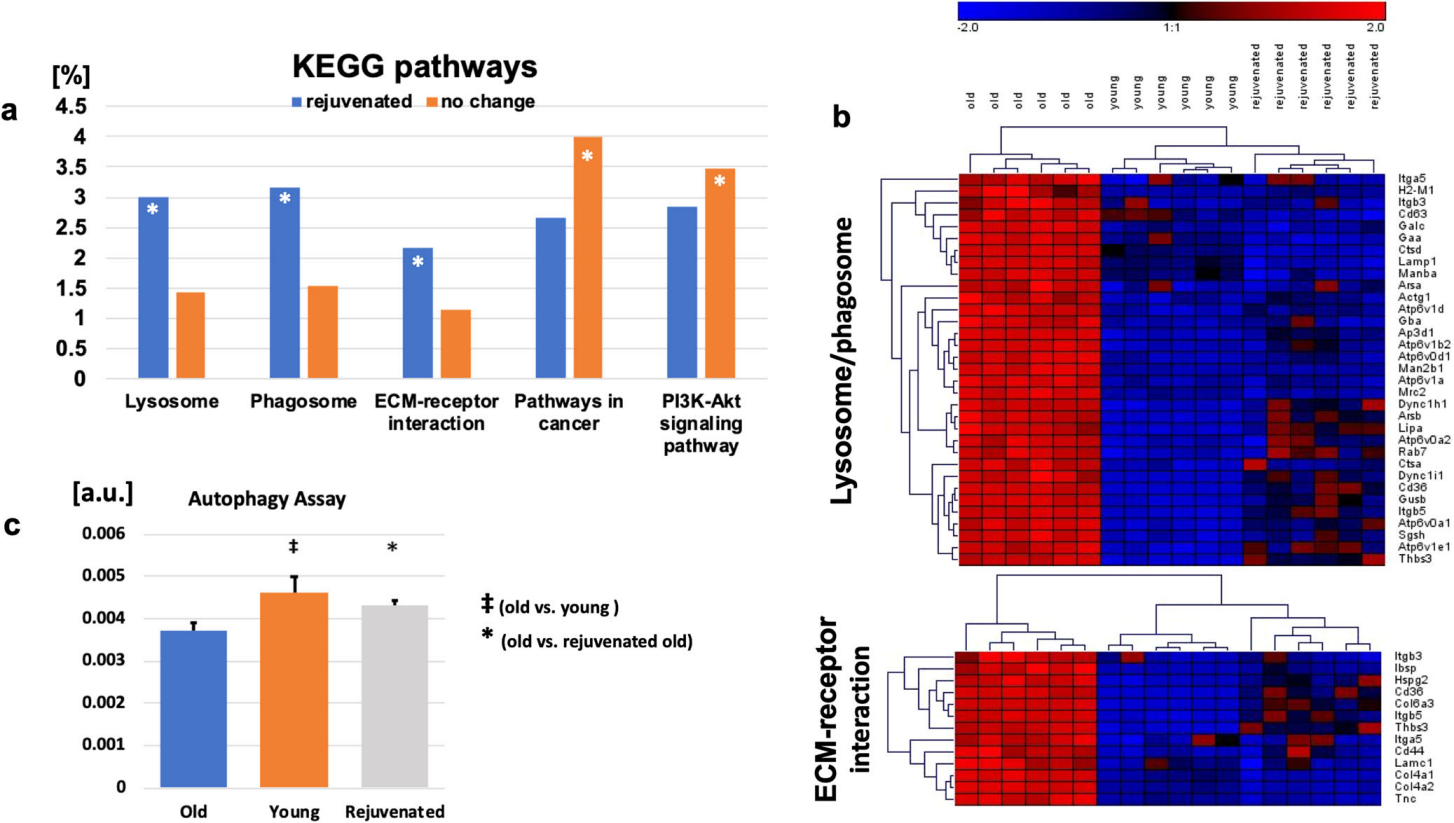
KEGG pathway analysis shows more youthful expression of lysosomal pathways in rejuvenated old MSCs. **a** Over-represented functional categories based on KEGG pathways of the 831 transcripts associated with a more youthful expression profile (* indicates false discovery rate FDR < 5%). **b** Hierarchical clustering of genes of the lysosome/phagosome (upper panel) and ECM–receptor interaction (bottom panel). Gene expression levels are color-coded with blue and red representing low and high expression levels, respectively. Expression levels of the rejuvenated old cells cluster with those of the young MSCs rather than those with the old cells. **c** Results from a functional autophagy assay comparing old, young, and rejuvenated old MSCs showed significant differences between old and young MSCs (^**‡**^*p* < 0.05; *t* test) and old vs rejuvenated old MSCs (*p < 0.05; *t* test). [a.u.] indicates arbitrary units. Error bars show s.e.m.

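Of the genes named in Fig. 7b, 32 of the lysosome/phagosome panel and 13 of the ECM-receptor panel were tested. All 32 and all 13 were lower in rejuvenated old and in young MSCs than in old MSCs. Because the study chose these genes on the same libraries, this is not independent evidence, and the counts were the same adjusted over the list alone. The median log2 fold change of the lysosome/phagosome genes was -0.38 in rejuvenated old and -0.51 in young against old MSCs. That of the ECM-receptor genes was -0.39 and -0.69. In each panel 2 genes had at most 3 reads in every young library, and setting them to their bound left the medians as they were. Rejuvenated old MSCs had covered 65.9% of the difference between old and young MSCs in the median lysosome/phagosome gene and 65.4% in the median ECM-receptor gene. The mean of rejuvenated old MSCs was closer to young in 20 lysosome/phagosome genes and closer to old in 12, and for the ECM-receptor genes these numbers were 7 and 6. With each gene in units of its SD, all 6 rejuvenated old libraries lay closer to the young mean than to the old mean over the lysosome/phagosome genes, and 5 of 6 did over the ECM-receptor genes. Compared with young MSCs, 21 of the 32 genes were higher in rejuvenated old MSCs (20 adjusted over the list alone) and 2 were lower. In the ECM-receptor panel, 8 were higher and 3 were lower.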

**Fig. 8:**
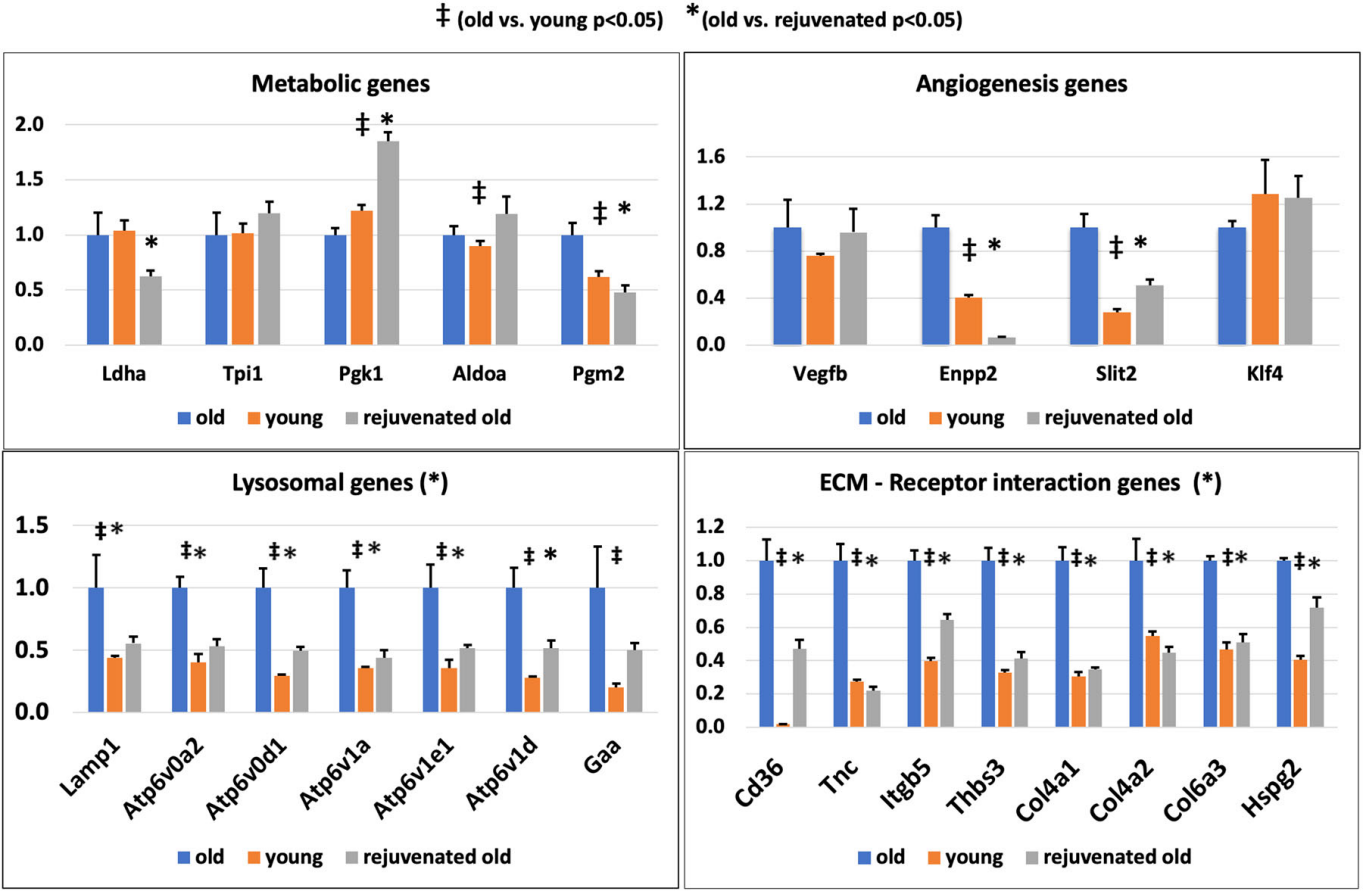
RT-PCR of selected transcripts confirms more youthful expression of rejuvenated MSCs. rtPCR of selected transcripts identified as having more youthful expression in RNA sequencing analysis showed broad agreement, with 20/24 factors showing more youthful expression in rejuvenated MSCs compared to old MSCs when normalized to housekeeping gene 18S. Selected transcripts include those associated with metabolism, ECM–Receptor interaction, autophagy / lysosome, and angiogenesis. ^‡^*p* < 0.05 for old vs. young (*t* test). *p < 0.05 for old vs. rejuvenated (*t* test). Error bars show s.e.m.

### rtPCR confirms more “youthful” expression

To confirm the more youthful expression observed in RNA sequencing analysis, we performed SybrGreen RT-PCR of 24 transcripts, selected for their association with lysosomal pathways, angiogenesis, ECM, and metabolism. When normalized to 18S, 20/24 differentially expressed genes showed expression in rejuvenated old MSCs more similar to that of young MSCs than that of old MSCs (Fig. 8).

## Discussion

Older patients stand to benefit greatly from regenerative therapies for the heart and other organs, although achieving the desired therapeutic effects with autologous cells may be limited by variable cell potency. These limitations may also apply to cells from those with chronic medical conditions such as diabetes and heart failure, which are also known to negatively affect stem cell potency^10–12,26^. Our work described here suggests that donor age negatively affects MSC paracrine-mediated angiogenesis as measured by tubule formation in the HUVEC assay: i.e. angiogenesis stimulated by PFs from MSCs obtained from old mice was significantly less than that stimulated by PFs from MSCs obtained from young mice. In addition to the differences observed in tubule formation, significant age-related differences in the production of key pro-angiogenic PFs (VEGF, IGF-1) were observed. These findings are consistent with prior reports that the therapeutic potency of stem cells from old animals and humans is inferior to that of those young animals and humans^2,10,12,26^. For example, in a rat model of limb ischemia, delivery of stem cells isolated from young, as compared to those from old animals resulted in higher levels of VEGF in the recipient, mobilized a greater number of endothelial progenitor cells, produced more robust angiogenesis, and increased limb perfusion^26^. Furthermore, results of studies in immunosuppressed rats post-MI demonstrated that intramyocardial injection of human MSCs from old donors is less effective than those from young donors as assessed by left ventricular ejection fraction, fractional shortening, and left ventricular cavity dimensions^2^. Similarly, bone marrow-derived hematopoietic stem/progenitor cells (HSCPCs) derived from aged mice show impaired vascular repair potential compared to those isolated from young mice, a difference that correlates with lower expression of ACE2 in the aged HSCPCs^27^.

In addition, the RNA sequencing analysis performed here reveals that underlying the significant age difference in paracrine-mediated angiogenesis are marked differences in mRNA expression, suggesting age-related dysregulation of lysosomal pathways and extracellular matrix formation. These results are important in that they could explain in part the impaired healing response in aged patients following injury, but also suggest that a uniform therapeutic effect cannot be expected when autologous stem cells are used in individuals whose ages differ. 

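Between young and old MSCs, 12297 genes (85.7% of those tested) were DEGs, of which 5967 were higher and 6330 were lower in young MSCs. The median absolute log2 fold change of these DEGs was 0.72. Young and rejuvenated old MSCs differed in 12288 genes. On 4 autosomes (1, 7, 12 and 16) most genes shifted together between young and old MSCs, with medians of -0.66, 0.64, -0.43 and -0.72 relative to the median of all autosomes. Without these chromosomes, 9814 of 11579 genes (84.8%) were DEGs. In young against old MSCs, 63 genes of the lysosome list were lower and 28 were higher, with a median of -0.25. Set against all other genes, the list did not stand apart with camera (adjusted p = 0.0523). It did with camera's preranked form, which uses only a statistic for each gene, on edgeR's quasi-likelihood test of the recovered reads. The same form on limma's statistics did not call it (adjusted p = 0.140). Over all settings tried, the adjusted p of this list ran from 5.83e-12 with fry to 0.511 with an estimated correlation. Of the V-ATPase subunits, 13 were lower and 6 were higher in young MSCs, with a median of -0.34 (adjusted p = 0.3001), which was -0.11 without the 4 chromosomes. Of the ECM-receptor interaction genes, 36 were lower and 28 were higher, with a median of -0.15 (adjusted p = 0.592). For these 3 lists the counts were the same adjusted over the list alone, and the medians were the same with members at the floor of 3 reads set to their bound. Age was not the only difference between these libraries. The 15 macrophage markers had a median of -6.77 in young against old MSCs (14 lower and 1 higher), so macrophages may contribute to the higher lysosomal transcripts of old MSCs. Transcripts of the Y chromosome were near 0 in all young libraries. From the differences in mRNA between old and young MSCs, the paper proposes that lysosomal pathways and ECM formation are dysregulated with age.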

One approach to address these gaps in PF release and underlying transcriptional differences would be to use only allogeneic cells obtained from healthy young donors to treat older patients or those patients whose cells are shown to have reduced therapeutic capacity. While cells obtained from young healthy donors promise improved therapeutic potency, there remain questions regarding the risks of immune reaction and disease transmission, particularly if repeated doses are required to achieve a sustained desired effect. Our results suggest an alternative approach. Although paracrine-mediated angiogenesis by MSCs from old mice was inferior to that of MSCs obtained from young mice, this difference was abrogated by indirect co-culture of old MSCs with young MSCs. By experimental design, in which old and young MSCs were separated by semi-permeable barriers, the observed rejuvenation effect was mediated by the soluble PFs released by young MSCs.

Consistent with the observed improvement in experimental paracrine-mediated angiogenesis, the “rejuvenated” old MSCs, released significantly greater amounts of pro-angiogenic PFs as compared to controls (i.e. old MSCs exposed to other old MSCs). 

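Over all 14353 genes tested, the median absolute log2 fold change was 0.15 between rejuvenated old and old MSCs and 0.60 between young and old MSCs. Of the 35 angiogenesis genes tested, 15 were higher and 10 were lower in rejuvenated old than in old MSCs, or 15 and 11 when adjusted over the list alone. Their median log2 fold change was 0.08, and the list was not set apart with camera (adjusted p = 0.240) but was with fry (adjusted p = 0.0204). The smallest adjusted p of the 13 lists was that of the glycolysis list, at 1.27e-11. Its median was 0.56, with 18 genes higher and 3 lower of 24 tested, also when adjusted over the list alone. The 22 genes of cholesterol biosynthesis had a median of -0.26 (adjusted p = 2.46e-06), with 15 lower and 1 higher, or 16 and 1 when adjusted over the list alone. The 14 angiogenesis list members among more youthful DEGs gave an odds ratio of 2.15 (two-sided Fisher's exact test, adjusted p = 0.0430), which with a pseudocount of 10 was 2.07 (adjusted p = 0.0922). These 14 were among the 15 higher and 10 lower genes, while 56.9% of all DEGs of old against rejuvenated old MSCs were more youthful. The ratio thus reflects change in co-culture and shows no lean of this list towards young MSCs.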

The increase in release of these PFs was only one manifestation of the effect elicited by exposure of old MSCs to young, however, as the numerous differences found on RNA sequencing analysis between old and rejuvenated old MSCs suggest broad transcriptional changes, the most significant of which were not directly related to angiogenesis. 

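The more youthful DEGs were also split by direction. Of the 42 lysosome genes among them, 37 were lower in rejuvenated old and young than in old MSCs. These 37 were part of the 58 lysosome genes that were lower after co-culture, while 63 of all 100 tested were lower in young than in old MSCs. The odds ratios of the lower DEGs therefore hold the fall after co-culture as well as its common direction with young MSCs. Against all other genes tested, the odds ratio of the lysosome list among the 1714 lower DEGs was 4.404 (two-sided Fisher's exact test, adjusted p = 5.06e-10). The 9 V-ATPase subunits that were lower gave an odds ratio of 5.13 (adjusted p = 0.00112), and the 23 lower genes of ECM-receptor interaction gave 3.64 (adjusted p = 1.02e-05). The 9 lower angiogenesis genes gave 2.56 (adjusted p = 0.0459). Autophagy (1.61, adjusted p = 0.252) and PI3K-Akt signalling (1.18, adjusted p = 0.437) were not called among the lower DEGs. Among 10000 random lists matched to the lysosome list in GC content and transcript length, 0 had a median fold change between rejuvenated old and old MSCs as low. The same held for the V-ATPase and ECM-receptor interaction lists.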

Functional annotation of the 831 transcripts exhibiting a rejuvenated expression profile (i.e. expression of transcripts in old MSCs that became more similar to the expression in young MSCs) revealed strong associations with genes associated with lysosomal and extracellular matrix pathways. Typically, aging is associated with dysfunction of autophagy and lysosomal pathways^28^, which are known to be significantly downregulated in MSCs isolated from old compared to young animals^29^, and our functional autophagy assay was in line with these findings. Importantly, in rejuvenated cells, autophagy was partially restored to levels seen in young cells. 

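In young against old MSCs, 23 of the 56 autophagy genes tested were higher and 22 were lower, also when adjusted over the list alone. Their median log2 fold change was 0.02, and camera did not set the list apart (adjusted p = 0.656). In rejuvenated old against old MSCs, 25 autophagy genes were lower and 7 were higher, or 25 and 8 when adjusted over the list alone. The median was -0.09 (adjusted p = 0.00866 with camera). This call was lost with DESeq2 on the recovered reads, whose statistics were tested with camera's preranked form. It was also lost with an estimated correlation (adjusted p = 0.0900). The preranked form, which uses only a statistic for each gene, did not call the list on limma's statistics either (adjusted p = 0.0768). The loss with DESeq2 can therefore come from the form of the list test. The 15 autophagy list members among more youthful DEGs gave an odds ratio of 1.18 (two-sided Fisher's exact test, adjusted p = 0.636), which was 0.776 without old replicate 3. The functional autophagy assay itself was not analysed here.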

Interestingly, we noticed a discordance between functional autophagy assay and mRNA levels, but the prominent upregulation of transcripts associated with lysosomal autophagy in aged cells could represent a compensatory mechanism to improve lysosomal degradation. This unexpected finding suggests there is much we do not understand about the rejuvenating effect of our model and may explain why not all studies of parabiosis and rejuvenation show a beneficial effect^21^. Given the mixed transcriptional effect on lysosomal/autophagy genes in aging and following rejuvenation, further studies of lysosomal function are necessary.

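Lamp2 (gene number 16784), on chromosome X from 38399647 to 38456460, encodes the lysosome-associated membrane protein 2. Its normalized count was 15172 ± 1024.0 (SD, n = 6) in old MSCs, higher in young MSCs at 20527 ± 1212.8 (SD, n = 6) and lower in rejuvenated old MSCs at 11980 ± 639 (SD, n = 6). The log2 fold change was -0.34 (standard error 0.05, adjusted p = 4.09e-06, limma) in rejuvenated old against old MSCs and 0.44 (adjusted p = 8.86e-09) in young against old MSCs. After co-culture the gene thus lay farther from young MSCs than before. Of the lysosome genes among the more youthful DEGs, 5 were higher than in old MSCs. Of the autophagy genes among them, 10 were lower and 5 were higher.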

Besides reversal of age-associated changes in lysosomal pathways/autophagy, our analysis also identified extracellular matrix–receptor interaction, as a critical pathway involved in the observed rejuvenation of old MSCs, including dysregulation of collagen 4 (Col4a1, Col4a2) and integrins (Itga5, Itgb3, Itg5). 

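Col4a1 (gene number 12826) and Col4a2 (gene number 12827) are neighbours on chromosome 8, from 11198423 to 11312889 and from 11312805 to 11449287. Their log2 fold changes in rejuvenated old against old MSCs were -0.81 (standard error 0.04, adjusted p = 4.38e-13, limma) and -0.79 (adjusted p = 5.45e-14). In young against old MSCs they were -0.67 and -0.69. Col4a1 had 30723 ± 1068.9 (SD, n = 6) normalized counts in old and 17575 ± 1066.3 (SD, n = 6) in rejuvenated old MSCs, and Col4a2 had 19143 ± 578 (SD, n = 6) and 11117 ± 562 (SD, n = 6). Rejuvenated old replicate 5 was lowest in its group for both, at 15450.0 and 10059. The annotated genes overlap at their ends, and the strand setting of the counting is not stated. Itga5 (gene number 16402), on chromosome 15 from 103344286 to 103366791, had fold changes of -0.18 (adjusted p = 0.000350) in rejuvenated old and -0.27 in young against old MSCs. Itgb3 (gene number 16416), on chromosome 11 from 104608000 to 104670476, changed by -0.29 (adjusted p = 0.000494) and -0.37. The integrin printed as Itg5 was taken as Itgb5 (gene number 16419), the name in Fig. 7b, on chromosome 16 from 33829665 to 33949338. Its fold changes were -0.28 (adjusted p = 6.47e-07) and -0.68, while the median gene of chromosome 16 lay at -0.72 in young against old MSCs, relative to all autosomes. For all 5 genes every old library lay above all young and rejuvenated old libraries.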

Prior studies have shown a close link between ECM remodeling and autophagosomes. For example, mice deficient in lysosome-associated membrane protein-2 (Lamp2), a glycoprotein that plays a critical role in lysosomal biogenesis and maturation of autophagosomes/phagosomes, showed a reduction in ECM proteins collagen 4, laminin, and fibronectin^30^, consistent with the parallel regulation of ECM and lysosomal pathways observed in our study. Cell-matrix interactions are mediated primarily by integrins, which are membrane-spanning receptors capable of cell or matrix component recognition and are involved in intracellular signal transduction. Aging is associated with quantitative and qualitative changes in matrix macromolecules and the integrins that bind them^31^. Importantly, there is a close interaction between beta3 and beta1 integrins and growth factors responsible for the control of angiogenesis^32^. Further, age-related impairment of cross-activation of β3 integrin and paracrine factors in endothelial progenitor cells was previously shown to decrease angiogenesis^33^, similar to the findings we report here.

In summary, our findings thus show there are significant age-related differences in paracrine-mediated angiogenesis that are associated with significant differences in lysosomal and extracellular matrix regulatory pathway expression. The observed differences may explain in part the variable effects reported from clinical studies using autologous MSCs and other stem cells in older patients, but also suggest potential strategies to overcome these limitations. First, autologous cells obtained from older patients could be grown ex vivo in co-culture with young, therapeutically-optimal cells for a period of time (e.g. 7 days) prior to returning these cells to the patient. Importantly, the “rejuvenating” effect observed following exposure of old MSCs to young MSCs was indirect and mediated by release of soluble paracrine factors as opposed to direct cell-cell interaction, as old and young MSCs were always separated by a semi-permeable membrane. The results suggest that identification of the combination of particular PFs responsible for the rejuvenating effect using metabolomic comparison of media conditioned by old vs young MSCs could allow for the development of a “rejuvenation” media designed to improve the therapeutic efficacy of older stem cells without requiring co-culture with other cells. Further work is necessary to examine this effect in vivo, although prior studies support the applicability of these strategies^11,20,34–36^.

A second strategy would be to harness the observed transcriptional modifications that accompanied improved angiogenic performance in rejuvenated old MSCs to identify modifiable genes that could be targeted to coax cells from older patients toward a younger expression phenotype^37^. In particular, the 831 DEGs that exhibited a more “youthful” expression profile in rejuvenated old MSCs include both upregulated and downregulated transcripts linked to several transcription factors that could be therapeutic targets. 

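The 3400 more youthful DEGs were made up of 1686 genes higher and 1714 genes lower than in old MSCs. The largest rises, by the smaller of both fold changes, were in Ndufa4l2 (chromosome 10, 127509274 to 127517154), Adm2 (chromosome 15, 89322720 to 89324731) and Ndrg2 (chromosome 14, 51905271 to 51914004). Ndufa4l2 had 160 ± 8.68 (SD, n = 6) normalized counts in old, 3035 ± 335 (SD, n = 6) in rejuvenated old and 2254 ± 94.3 (SD, n = 6) in young MSCs, with a log2 fold change of 4.23 (adjusted p = 1.31e-23, limma) after co-culture. Adm2 and Ndrg2 rose by log2 fold changes of 2.88 and 2.70 after co-culture, and were higher by 6.23 and 4.98 in young than in old MSCs. The largest falls were in Tgm5 (chromosome 2, 121046111 to 121085841), Ibsp (chromosome 5, 104299287 to 104311472) and Serpinb2 (chromosome 1, 107500892 to 107525600). Their log2 fold changes in rejuvenated old against old MSCs were -2.24, -2.22 and -2.20. The young libraries held at most 3 reads of Tgm5 and Ibsp, so these genes were at least 13.3-fold and 16.0-fold higher in old than in young MSCs. Links to transcription factors were not analysed here.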

Markers of a more “youthful” expression profile, particularly more youthful expression of lysosomal pathway/autophagy genes, might also be used to identify older patients whose cells may not require “rejuvenation”. Chronologic age alone does not determine relative stem cell potency, and there may be patients who, despite being of advanced age, have stem cells with therapeutic quality sufficient to generate the desired clinical effect^10^. For example, gene expression profiling along with assessment of ex vivo PF release (e.g. VEGF, IGF, SDF1) could be used to assess the expected therapeutic effect of autologous stem cells and to design criteria to determine whether cellular rejuvenation would be of benefit. While such assessment has not been used prospectively to improve regenerative therapies, results from the PERFECT trial of CD133 + hematopoietic stem cells in patients undergoing coronary artery bypass surgery did show that pre-operative gene expression profiling could predict the likelihood of a therapeutic effect following intramyocardial injection of autologous hematopoetic stem cells at the time of open-heart surgery^38,39^. In addition, the CardiAMP Heart Failure Trial of autologous bone marrow mononuclear cells in patients with symptomatic heart failure due to ischemic cardiomyopathy includes a cell potency assay that is used to screen study participants and exclude those whose cells have markers suggestive of reduced therapeutic efficacy based on prior clinical trials^40,41^. The results of this multi-center randomized controlled study will be important to help determine whether screening therapeutic potency of autologous cells is of clinical value^12^.

In summary, the experimental results reported here suggest that paracrine-mediated angiogenesis by old MSCs is inferior to that of young MSCs. The observed age-related difference is associated with significant differences in the release of pro-angiogenic PFs and marked differences in gene expression, particularly those related to lysosomal pathways. These differences are not fixed, however, and exposure of old MSCs to soluble PFs released by young MSCs in culture significantly improved paracrine-mediated angiogenesis by “rejuvenated” old MSCs with significant differences in PF-release and broad underlying transcriptional modification. These results suggest potential strategies that could be used to screen and/or “rejuvenate” stem cells from older patients, to allow for a more predictable effect when autologous cells are used clinically. It will be important to understand differences in stem cell therapeutic potency mediated by age and chronic medical conditions (diabetes, hypertension, smoking, etc.) in order to optimize stem cell therapy for the benefit of older patients and others whose regenerative capacities may be limited, as these patient populations are those who arguably stand to benefit most from regenerative therapeutic strategies.

## Methods

### Mesenchymal stem cell isolation and expansion

Bone marrow-derived MSCs were isolated from “young” (6 weeks) and “old” (18–24 months) C57 black male mice using established techniques^42,43^ under a protocol approved by the Johns Hopkins University Animal Care and Use Committee. Briefly, immediately following euthanasia, whole bone marrow was flushed out from the bilateral tibias and femurs. After washing by centrifugation at 400 *g* for 10 min, cells were plated at 5 × 10^6^ viable cells per ml. The culture was kept in humidified 5% CO_2_ incubator at 37 °C for 72 h, when non-adherent cells were removed by changing the media.

### MSC characterization

All MSC preparations were evaluated using flow cytometry with PE or FITC-conjugated antibodies against murine Sca-1 (1:200; BioLegend 122507), CD31 (1:200; Fisher Scientific BDB554473), CD34 (1:100; eBioscience 14-0341-82), CD44 (1:100; BioLegend 103007), CD45 (1:100; BioLegend 103105), and IgG (1:100; BioLegend 400607) performed on BD LSRII (Becton Dickinson) using DIVA software. At least 10000 events were collected. FlowJo software was used to analyze and create the histograms.

### Ostenogenic and apidogenic differentiation

Assessment for osteogenic and adipogenic differentiation was performed using established techniques^43^. Briefly, to induce osteogenic differentiation, old and young MSCs were seeded into 6-well plates at 1.3 × 10^4^ cells/well. After 24 h the media was replaced with osteogenic differentiation medium containing Iscove’s medium supplemented with 100 nM dexamethasone, 10 mM beta-glycerophosphate, 50 μM ascorbic acid, and 1% antibiotic/antimycotic. Cells were maintained in induction media with media changes every 2 days. After 14 days cells fixed in 10% formalin for 15 min and calcium deposition was assessed using von Kossa staining. Calcium deposition was then quantified using a colorimetric calcium assay (Calcium CPC Liquicolour Kit StanBio, Boerne, TX) according to the manufacturer’s instructions. To induce adipogenic differentiation, old and young MSCs were seeded in 6-well plates at 2 × 10^5^ cells/well. When confluent the media was replaced with adipogenic induction medium containing DMEM-HG, 10% FBS, 5% rabbit serum, 1uM dexamethasone, 10 μg/mL insulin, 200 μM indomethacin, 500 μM isobutylmethylxanthine (IBMX), and antibiotic/antimycotic for 3 days followed by exposure to followed by exposure to adipogenic maintenance medium (DMEM-HG, 10% FBS, insulin 10 µg/ml and P/S) for 3 days. After 3 cycles of induction and maintenance exposure cells were rinsed with PBS and fixed in 10% formalin for 10 min. The cells were then stained with Oil Red O to assess for lipid droplets. After imaging Oil Red O extraction was performed using 100% isopropanol. Extract samples were transferred to a 96-well plate and absorbance readings were taken at 490 nm to quantify extracted Oil Red O.

### MSC culture and expansion

Confirmed MSCs were expanded in culture in media prepared by combining 490 ml Medium 200 PRF (Gibco Invitrogen, Carlsbad, CA), a standard basal medium intended for culture of large vessel human endothelial cells, with 10 ml Low Serum Growth Supplement (LSGS; Gibco Invitrogen). The final preparation contained 2% fetal bovine serum (FBS), 3 ng/ml basic fibroblast growth factor (bFGF), 10 ng/ml human epidermal growth factor, 10 μg/ml heparin, and 1 μg/ml hydrocortisone. Cells were incubated under standard conditions (5% CO_2_ and 37 °C). Expanded MSCs at low passage numbers (P2-P5) were used for the experiments. In the event frozen cells were used, they were thawed and grown for one passage prior to use in the experiments.

### Bioreactor tube preparation

To prevent cell-cell interaction and assess only paracrine-mediated effects (i.e. those resulting from release of soluble factors), angiogenesis experiments were performed using bioreactor tubes (BT) constructed with CellMax semi-permeable polysulfone membrane tubing (Spectrum Labs, Rancho Dominguez, CA). These allowed the free diffusion of soluble proteins and other molecules released by the cells up to a 500 kDa molecular weight cut-off, but not of the cells themselves. To load BTs, MSCs were trypsinized and suspended in Medium 200 PRF without LSGS supplementation (i.e. media devoid of stimulatory growth factors). MSCs were counted using a Scepter automated cell counter (Millipore, Billerica, MA), which had been previously standardized for accuracy. The desired number of MSCs was spun down and resuspended to a total volume of 100 ul that was injected into the BTs using a 0.5 mL syringe. To compare paracrine-mediated angiogenesis by old and young MSCs, BTs were loaded with either 10^5^ old or 10^5^ young MSCs. Once cell injection was complete, the tubes were heat-sealed at both ends and the MSC-loaded tubes, fully submerged in media, were grown at standard culture conditions (37 °C, 5% CO_2_) for 7 days (Fig. 3a).

### ELISA assay for paracrine factor release

ELISA assays were performed to measure paracrine factor (PF) production by the MSCs contained within the BTs grown in culture. Tubes loaded with 2 × 10^5^ MSCs were submerged in 5 mL of alpha-MEM basal medium (Stemcell Technologies, Tukwila, WA) supplemented with 20% FBS (Gibco Invitrogen, Carlsbad, CA) in a 6-well plate. At day 7, conditioned media was collected from each well, spun down for 1 min to pellet any debris, and then flash frozen at −80 °C. Conditioned media samples were assessed for the concentrations of vascular endothelial growth factor (VEGF), stromal derived factor-1 (SDF1) and insulin-like growth factor-1 (IGF1) by ELISA (Quantikine, R&D Systems, Minneapolis, MN) according to the manufacturer’s instructions.

### HUVEC assay

BTs were removed at day 7 and placed in separate wells of a 6-well plate containing human umbilical vein endothelial cells (HUVECs)^44^. Briefly, 10^5^ HUVECs (Gibco Invitrogen, Carlsbad, CA) suspended in Medium 200PRF were plated per well in Geltrex (Gibco Invitrogen) coated 6-well plates. Negative control wells received a bioreactor loaded with un-supplemented Medium 200PRF only (i.e. no cells). Positive control wells were plated with 10^5^ HUVECs suspended in 1 mL of Medium 200PRF supplemented with LSGS, which is known to induce HUVEC tubule formation. After 18 h at standard culture conditions (37 °C, 5% CO_2_), the wells were imaged to allow quantitative analysis of the resultant HUVEC tubule network. Images were taken in the center of each well and in all four quadrants at pre-determined locations (5 pictures total), at 100x magnification. The total length of the tubule networks captured in the images of each well was measured using ImageJ software. To allow for comparisons between experiments, the total length of the tubule network in each well was normalized to the average length of the tubule network in the negative control wells, and reported as a normalized ratio.

### Conditioning of old MSCs by young MSC PFs

To assess the effect of young MSC-generated PFs on PF-mediated angiogenesis by old MSCs, BTs were prepared as described above containing either 10^5^ young or 10^5^ old MSCs. Two BTs were placed together in a 6-well plate in 5 mL MSC media and incubated for 7 days at standard culture conditions (Fig. 3b) using a BT containing old MSCs paired with either a separate BT with other old MSCs (control) or a separate BT with young MSCs. After 7 days the tubes were removed, washed with un-supplemented Medium 200 PRF, and then used separately in the HUVEC assay as described above. After the HUVEC assay was complete (18 h) the BTs were placed in separate wells of 6-well plates and grown in culture for 7 additional days with collection of conditioned media for PF release.

### RNA sequencing and RT-PCR of old MSCs and rejuvenated old MSCs

Replicates of 10^5^ old MSCs were cultured separately, or in co-culture with young MSCs, for 7 days using a 0.4 µm Transwell system in 6-well plates (Corning), which allow transfer of soluble paracrine factors released by the cells, but not of the cells themselves. Following RNA purification, library preparation, amplification, and Illumina sequencing, the open source Galaxy pipeline was used for data processing and analyses. After alignment of raw sequencing reads to the UCSC mm10 genome using HISAT2, transcript assembly, alignment quantification, count normalization, and differential expression analyses were conducted with StringTie, featureCounts, DESeq2, and Genesis. Quantitative PCR (KAPA SYBR FAST One-Step qRT-PCR, Wilmington, MA) was used to validate 24 transcripts identified by RNA sequencing. Target genes were selected based on their presence in significantly regulated pathways and quantified relative to 18S ribosomal RNA using the 2^−ΔΔCt^ method^45^.

### Autophagy assay

To validate the results of the RNA sequencing and RT-PCR results, a functional autophagy assay was performed to assess relative autophagy between old, young, and rejuvenated old MSCs. Old, young and rejuvenated cells were cultured (or co-cultured, in the case of rejuvenated cells) for 7 days in 6-well plates (10^5^ cells per well). On Day 8, cells were trypsinzed, counted and 10^4^ cells were transferred to each well of a 96-well black plate with clear bottom and incubated for 6 h. The Autophagy Assay Kit (Sigma Aldrich, St. Louis, MO) measures autophagy using a proprietary fluorescent autophagosome marker in a microplate reader (λ_ex_ = 360; λ_em_ = 520 nm). Three separate experiments were performed in triplicate each for each condition. To account for possible differences introduced by counting cells, results for each cell type were normalized based on absorbance (450 nm) of a Cell Counting Kit-8 (Dojindo Molecular Technologies, Inc. Rockville, MD).

### Statistics

Data are reported as mean ± standard error of the mean (SEM) unless otherwise indicated. Comparisons between groups for the HUVEC experiments were performed using the permutation test. For the PF ELISA data, groups were compared using the Mann–Whitney test. The autophagy assay and rt-PCR results were assessed using two-tailed *t* tests. For these experiments a *p*-value < 0.05 was deemed significant. In the RNA sequencing differential expression analysis, a false discovery rate (FDR) of <0.05 was considered significant.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. RNA seq data are available on GEO with accession number GSE205205.

How the deposited data were processed for this re-analysis (not part of the article)

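RNA from 18 cultures of mouse bone marrow MSCs was sequenced, with 6 libraries each of young, old and rejuvenated old MSCs. According to the paper, the authors aligned the reads to mm10 with HISAT2, assembled and counted them with StringTie and featureCounts, and normalized the counts with DESeq2, all on the Galaxy platform. The versions, the gene annotation, the strand setting and the filters are not stated. The deposited values are a signal per gene and library, the number of reads divided by 1 size factor for each library, and the replicates were not pooled. Genes are listed by their Entrez gene number, and 25275 of the 27179 were found in the RefSeq annotation of GRCm38.p6 (mm10), from which chromosomes and positions were taken. Of the genes, 958 had no symbol and 26 had a date in place of one, and the annotation named 26 of these.

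The size of 1 read was found for each library as the step of which all values are whole multiples, and 100% of the values came out whole. The reads recovered per library ran from 22936251 to 29559194. At this depth a gene with at most 3 reads in every library of a group was treated as at the floor, and folds against such a group are given as lower bounds.

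The analysis used R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The deposited values were tested as log2(value + 1) with limma, with a mean for each group and a prior variance that follows the mean, over the 14353 genes with a mean of at least 10. Fold changes are differences of group means on this scale. DEGs had a Benjamini-Hochberg adjusted p under 0.05. A DEG of old against rejuvenated old MSCs was called more youthful when it was also a DEG of old against young MSCs in the same direction. On the recovered reads, DESeq2 called 6345 genes between old and rejuvenated old MSCs, 5885 of them shared with limma, and edgeR's quasi-likelihood test called 6213, 5902 of them shared. The tests were tried on simulated counts for 14364 genes, of which 200 were changed. Each simulated change was larger than 0.26, the median absolute log2 fold change of the DEGs of old against rejuvenated old MSCs. All simulated genes had the same biological variation, so the recovery of smaller changes was not tried. With limma 96% of the changed genes were recovered with 8 false calls among 200, with DESeq2 94% with 16 among 204, and with edgeR 96.5% with 8 among 201. A contrast without change gave 0 calls with each.

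Lists of lysosome, V-ATPase, ECM-receptor interaction, PI3K-Akt signalling, autophagy, angiogenesis, glycolysis, cholesterol biosynthesis and proliferation genes, and of macrophage, osteoclast, osteoblast and adipocyte markers, were written by hand from general knowledge before the data were examined, as were the tests and the alternatives not described as chosen later. KEGG's own lists were not used here. The lists were tested with camera at a preset correlation of 0.01 and adjusted over the 13 lists, and membership in sets of DEGs was tested with a two-sided Fisher's exact test over all genes tested, adjusted over 6 lists. With DESeq2 and edgeR the lists were tested with camera's preranked form on the statistics of those tests. The genes named in Fig. 7b and Fig. 8 were summarised as lists and not tested, since they had been chosen on the same libraries. Group separation was tested with 100000 permutations of the labels. The position between old and young MSCs was computed with the old libraries split, so that no old library entered both the axis and the offset.

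The genes named in the text are those the paper names for the RNA sequencing, the transcripts of the 3 assayed factors, the 5 surface markers and 5 sex-specific genes. Added to these are the 3 genes with the largest rise and the 3 with the largest fall among more youthful DEGs whose 6 old libraries all lie on one side of the 12 others, ranked by the smaller of both fold changes. Predicted and unnamed genes were passed over. Any other gene named was chosen after its values were seen.

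Alternatives covered the pseudocount (0.5 and 10), the filter on low values (none, and a mean of at least 50), the scaling (same total, same 75th percentile, quantile normalization), fits of 2 groups, a single prior variance, the replicate number as a block, the count tests, an adjusted p under 0.01, limits on the fold change, other rules for a more youthful DEG, fry and an estimated correlation for the lists, and leaving out each of the 18 libraries in turn. Random lists matched in GC content and transcript length used 5 bins for each property. The HUVEC, ELISA, flow cytometry, autophagy and RT-PCR experiments were not analysed here.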

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

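The tests on rejuvenated old replicate 1 were chosen only after its values were seen. In 87 groups of 6 libraries, the highest or lowest library was compared with the others, and in 10 groups it lay apart by more than the limit of Dixon's test, where about 1 in 20 is given by chance.

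Rejuvenated old replicate 1 lay apart in 3 measures. Its position between old and young MSCs was 0.0868 against 0.0131 to 0.0269 in the others of its group, its total was 26018046 reads against 28465013 to 29155223, and its normalized count of Cd34 was 401.6 against 24.2 to 41.9. A lower depth argues poorly for the position, since the old library of the lowest depth lay at -0.00252. Young cells or their RNA in this library are a candidate explanation. Of 58 genes with at most 3 reads in every old library and at least 100 normalized counts on average in young MSCs, 42 were detected in this library and 2 to 8 in the others of its group. Their median share of the young level was 2.83% in replicate 1 and at most 0.108% in the others. Reads assigned to the wrong library would look the same, and the tables cannot separate these. Cd34 was higher by a log2 fold change of 1.16 in rejuvenated old against old MSCs, and by 0.57 without rejuvenated old replicate 1. Its call was lost with fits of 2 groups, with a single prior variance and without old replicate 1. A response of this culture to the young MSCs was not tested.

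Rejuvenated old replicate 5 lay below the others of its group by more than the limit of Dixon's test for 3 genes. Its normalized counts were 853 for Atp6v0a2 (others 1177 to 1334), 15450.0 for Col4a1 (others 17660 to 18223) and 10059 for Col4a2 (others 11049 to 11586). All 3 values point in the direction of the change from old to rejuvenated old MSCs. This library was also lowest in its group for other named genes, among them Lamp1 and Lamp2, but within the limit. Neither a technical nor a biological explanation was tested for this library, and its count of reads, 29155223, was the highest of its group.

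Ddx3y had 2.06 and Kdm5d 1.03 normalized counts in young replicate 6 and 0 in the other young libraries, which is at most 3 reads and shows no difference at this depth. Eif2s3y was highest in rejuvenated old replicate 6, at 2354.6 against 2017 to 2106, and Itgb5 in old replicate 4, at 8529 against 8057 to 8228. For these single values no explanation was tested, and 10 groups in 87 leave room for some of them by chance.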

How the results depend on the processing

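The limits on the fold change other than 1, the count test over all genes, the rule that joins closeness with a limit of 0.5 and the restriction to protein-coding genes were chosen only after the results were seen. The cause of a change was not tested, except where the setting itself tests fewer genes or libraries or asks for a larger change.

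The 4 counts of genes, given in the order of DEGs, old against rejuvenated old, then DEGs, old against young, then DEGs, young against rejuvenated old, and last more youthful DEGs, stayed within 1.5 times under the other pseudocounts, filters, scalings, fits and tests without a limit on the fold change. With an absolute log2 fold change of at least 1 they were 336, 4573, 4444 and 171. With at least 0.5 they were 1239, 8069, 7873 and 643, with 0.58 they were 1003, 7306, 7135 and 521, with 1.5 they were 96, 2959, 2925 and 46, and with 2 they were 33, 2211, 2164 and 14. With at least 0.25, the first was 3110 and the last 1669. DESeq2 on the recovered reads of all genes gave 1369 DEGs of old against rejuvenated old MSCs and 712 more youthful DEGs with at least 0.5, and 474, 6122, 5994 and 240 with at least 1. Other rules for a more youthful DEG gave 1183 (also closer to young than to old), 600 (also not a DEG of young against rejuvenated old), 1515 (closer to young, any DEG of old against rejuvenated old) and 372 (the last with an absolute log2 fold change of at least 0.5). Leaving out each of the 18 libraries in turn gave 5439 to 5994 DEGs of old against rejuvenated old, 12128 to 12362 of old against young, 12119 to 12291 of young against rejuvenated old and 3120 to 3374 more youthful DEGs.

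R-O stands here for rejuvenated old against old and Y-O for young against old MSCs. The directions of the lysosome, V-ATPase, ECM-receptor interaction, autophagy, proliferation, glycolysis and cholesterol biosynthesis lists in R-O were the same under every setting tried. With an estimated correlation, 5 of these calls were lost, at a median of -0.16 for the lysosome list (adjusted p = 0.0500), -0.27 for ECM-receptor interaction (0.0805), -0.088 for autophagy (0.0900), 0.20 for proliferation (0.531) and -0.26 for cholesterol biosynthesis (0.0805). The Y-O calls of angiogenesis (-0.97, 0.165), glycolysis (0.97, 0.380) and cholesterol biosynthesis (-0.66, 0.481) were lost with it. With fry the angiogenesis (0.079) and osteoclast (-0.26) lists were also called in R-O, and lysosome (-0.25), V-ATPase (-0.34), ECM-receptor interaction (-0.15), PI3K-Akt (-0.12), autophagy (0.021), osteoclast (0.18) and proliferation (-0.34) in Y-O. With DESeq2, and camera's preranked form on its statistics, the calls of the autophagy list, R-O (-0.090, adjusted p = 0.0949) and of the osteoblast markers list, Y-O (-1.33, adjusted p = 0.103) were lost. The lysosome list, Y-O, with an adjusted p of 0.0523, was called with a pseudocount of 10 (-0.25), no filter (-0.24), quantile normalization (-0.20), fits of 2 groups (-0.25) and edgeR (-0.25), and in 9 of the 18 fits without 1 library (-0.26 to -0.24). Lists that were not called reversed as follows: the adipocyte markers list, R-O with no filter (0.083) and with a mean of at least 50 (0.21), the PI3K-Akt signalling list, R-O with the same 75th percentile (1.16e-04) and over the fits without 1 library (-0.0137 to 0.00722), and the ECM-receptor interaction list, Y-O with quantile normalization (0.026).

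For the genes pictured in the paper's Fig. 7b and Fig. 8, the medians of the pictured lysosome/phagosome genes, Y-O, pictured ECM-receptor genes, Y-O and pictured RT-PCR genes, Y-O moved to -0.44, -0.61 and -0.48 with the same total in each library and to -0.48, -0.65 and -0.52 with the same 75th percentile, and the first and last to -0.48 and -0.49 with quantile normalization. Those of the pictured ECM-receptor genes, R-O moved to -0.35 with a mean of at least 50 and ran from -0.42 to -0.33 over the fits without 1 library, and those of the pictured RT-PCR genes, R-O from -0.37 to -0.32. The values nearest 0 were those without rejuvenated old replicate 5.

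Odds ratios of the small lists depended most on the settings. V-ATPase list members among more youthful DEGs were no longer called with a pseudocount of 10 (2.15), a mean of at least 50 (2.54), the same total (1.90), fits of 2 groups (2.29), a single prior variance (2.31), DESeq2 (2.501) and edgeR (2.13), nor in 13 of the 18 fits without 1 library (2.04 to 3.41). Calls of angiogenesis list members among more youthful DEGs were lost with a pseudocount of 10 (2.07), a mean of at least 50 (2.14), the same total (2.22), a single prior variance (2.23) and DESeq2 (2.25), and in 8 fits without 1 library (2.11 to 2.61). ECM-receptor interaction list members among more youthful DEGs were lost with a pseudocount of 10 (1.84) and DESeq2 (1.78), and in 2 fits without 1 library (1.61 to 2.07). PI3K-Akt signalling list members among more youthful DEGs were called with no filter (1.65). The ratio for autophagy list members among more youthful DEGs ran from 0.776 to 1.36 over the fits without 1 library, under 1 in 3 of them. Lysosome list members among more youthful DEGs were called in every setting.

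With no filter, calls were lost for lysosome list members among unchanged age DEGs (0.682), ECM-receptor interaction list members among unchanged age DEGs (0.881), autophagy list members among unchanged age DEGs (0.691) and angiogenesis list members among unchanged age DEGs (0.518), and the ratio for PI3K-Akt signalling list members among unchanged age DEGs reversed to 1.09. That of ECM-receptor interaction was lost with a pseudocount of 10 (0.613), a mean of at least 50 (0.644), fits of 2 groups (0.597), a single prior variance (0.607), DESeq2 (0.615) and edgeR (0.629), that of autophagy with a pseudocount of 10 (0.522), a mean of at least 50 (0.5797), the same total (0.576), fits of 2 groups (0.606) and edgeR (0.536), and that of angiogenesis with a pseudocount of 10 (0.441), a mean of at least 50 (0.434) and quantile normalization (0.498). Over the fits without 1 library the ratios were 0.475 to 0.671 for ECM-receptor interaction, 0.419 to 0.684 for autophagy, 0.333 to 0.430 for angiogenesis and 0.721 to 0.840 for PI3K-Akt, called only without rejuvenated old replicate 3. Of these 18 fits, the call was lost in 4 for ECM-receptor interaction, in 8 for autophagy and in 3 for angiogenesis.

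Libraries share replicate numbers across groups, but the numbers do not pair them, since the deviations of libraries with the same number had correlations of -0.152 to 0.0736. With a replicate block, 5769 DEGs of old against rejuvenated old MSCs were called, 5660 of them shared with the fit without it, and 3263 more youthful DEGs. Under this block the lysosome list, Y-O was called (-0.25, adjusted p = 0.0474) and V-ATPase list members among more youthful DEGs were not (2.36). No other call of a list changed.

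The separation of the groups passed its test in every setting, at a share of 60.2% to 97.6%. The position of rejuvenated old MSCs fell to 0.0193 over the 500 genes of largest variance (exact permutation test, p = 0.201) and rose to 0.0895 with genes at unit variance (p = 0.00216). The distance between old and rejuvenated old MSCs was 9.15% and 45.7% of that between old and young MSCs in these settings. For the 27 named genes in 2 comparisons, counting each gene and comparison once per setting, a call was lost 5 times under other settings (Cd34 and Cxcl12 in R-O, Vegfa in Y-O) and gained 5 times (each time Ptprc in R-O). Over the fits without 1 library a call was lost 1 time (Cd34 in R-O) and the sign changed 5 times. The sign changes were in Ddx3y (-0.050 to 0.028), Eif2s3y (-0.015 to 0.037) and Kdm5d (-0.012 to 0.048), which did not differ between rejuvenated old and old MSCs. Depth limits the genes at the floor of 3 reads, for which only bounds of the fold can be given.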

Differences from the paper's values

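The limits on the fold change, the count test over all genes and the rule that joins closeness with a fold change limit were chosen after seeing the values.

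The paper states 2831 DEGs between old and rejuvenated old MSCs, and 5971 were found here. Of the alternatives set before the data were examined none closed the gap. The nearest of them, an adjusted p under 0.01, gave 4287, and DESeq2 on the recovered reads gave 6345. An absolute log2 fold change of at least 0.25, which was chosen after seeing the values, gave 3110, within 1.5 times of the paper's number.

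For more youthful DEGs the paper's number is 831, and 3400 were found here. Among the alternatives set before the data were examined, 2 came within 1.5 times of it. Requiring also a mean closer to young than to old MSCs, which is how the paper describes such expression, gave 1183, and leaving out DEGs of young against rejuvenated old MSCs gave 600. The other alternatives set before did not, among them an adjusted p under 0.01 (2402), an absolute log2 fold change of at least 1 (171) and closeness to young for any DEG of old against rejuvenated old MSCs (1515). Among settings chosen after seeing the values, an absolute log2 fold change of at least 0.5 gave 643, and DESeq2 on the recovered reads of all genes with the same limit gave 712, both within 1.5 times. No single setting came within 1.5 times of both of the paper's numbers.

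In the paper's heat map the share of more youthful DEGs that are higher than in old MSCs is about 26% in Fig. 6, read by eye, and 49.6% was found here. The share of more youthful DEGs in the lysosome pathway is about 3.0% in Fig. 7, read by eye, against 1.24% in the list used here. For ECM-receptor interaction it is about 2.2% in Fig. 7, read by eye, against 0.765%, and for PI3K-Akt signalling about 2.9% in Fig. 7, read by eye, against 1.47%. In the set without change the shares are about 1.4% for lysosome, about 1.1% for ECM-receptor interaction and about 3.5% for PI3K-Akt signalling in Fig. 7, read by eye. Those found here were 0.416%, 0.358% and 1.22%. No alternative was run for these 7 shares, and the lists used here are not KEGG's.

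The paper states that genes without change in rejuvenation were over-represented in PI3K-Akt signalling. Here the odds ratio for PI3K-Akt signalling list members among unchanged age DEGs was 0.807 (adjusted p = 0.150), and with no filter on low values it was 1.09 (adjusted p = 0.587). The sets are not alike, since 5971 genes counted as changed in rejuvenation here against 2831 in the paper. The list used here is not KEGG's and was set against the genes tested, while the paper's background is not stated. The paper's RT-PCR in Fig. 8 shows Ldha lower in rejuvenated old than in old MSCs, Pgm2 lower in both rejuvenated old and young MSCs, and Aldoa and Vegfb lower in young than in old MSCs. In the RNA sequencing, Ldha was higher by a log2 fold change of 0.90 and Pgm2 by 0.32 in rejuvenated old than in old MSCs. In young against old MSCs the fold changes were 0.50 for Pgm2, 0.96 for Aldoa and 0.71 for Vegfb.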

Other observations

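The tests on sex-linked genes, on young RNA in the rejuvenated old libraries, on the mirror image of the change, on a second layer of cells, on the macrophage markers and dividing cells in single comparisons, on the list's median under other scalings, on osteoclast markers alone and on lists without some chromosomes were chosen only after the results were seen.

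The number of DEGs was set against other splits of the libraries. Of 100 of the 462 splits of the 12 old and rejuvenated old libraries, 1, the real one, gave as many DEGs, and the largest other count was 2174. The same was found for old against young MSCs (1 of 100, largest other 10011), for young against rejuvenated old MSCs (1 of 100, largest other 9783) and for more youthful DEGs (1 of 100, largest other 1213). The old libraries shared by both comparisons do not account for the common direction, since with separate old libraries the lowest share of genes called in both that went the same way was 62.5%. A shift that goes towards and away from young alike was tested with a mirror image, in which the sign of each change in co-culture was turned. For each DEG whose mirror image lay closer to young MSCs, 1.38 DEGs did so with their real change (1.35 to 1.42 without 1 library), against a mean of 1.04 and a largest value of 1.13 with changes shuffled over genes. By the number of DEGs closer to young MSCs no lean was seen, since 1515 lay closer, fewer than the 1752 on average after shuffling. The ratio was thus beyond shuffling and the number was not.

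Lysosomal transcripts were lower in rejuvenated old and young than in old MSCs, and several technical explanations were tested. With the same total, the same 75th percentile or quantile normalization, the median of the lysosome list stayed at -0.15 or lower in both comparisons, which argues against the authors' scaling as the whole cause. GC content and transcript length do not account for the fall after co-culture. There the medians of lists of matched genes had a lower 2.5% limit of -0.032, against -0.16 for the lysosome list. In young against old MSCs the margin was narrow, with a limit of -0.227 against -0.250, and 149 of 10000 matched lists were as low. Fewer dividing cells in the old cultures than in both others would put the proliferation list lower in old MSCs, but its median was -0.34 in young against old MSCs (16 lower and 4 higher of 25, also adjusted over the list alone, adjusted p = 0.166 with camera and 6.99e-05 with fry), which argues against this as a common cause. For the fall after co-culture alone it stays open, since the median was 0.20 in rejuvenated old against old MSCs (11 higher and 0 lower, also adjusted over the list alone, adjusted p = 0.00150 with camera). Macrophages in the old cultures do not account for the fall after co-culture, since the macrophage list had a median of 0.082 and 0 of its 15 members were lower in rejuvenated old MSCs, with 1 higher, also adjusted over the list alone. For young against old MSCs the macrophage list had a median of -6.77, or -6.25 with the 7 members at the floor set to their bound, so macrophages may contribute to the higher lysosomal transcripts of old MSCs in that comparison. The most abundant marker, Lyz2, singled out after its values were seen, had 10154 normalized counts in old and 173 in young MSCs. Osteoclasts stay open for the fall after co-culture, with a median of -0.26 over 5 tested markers, 3 of them lower (also adjusted over the list alone), an adjusted p of 0.149 with camera and 5.36e-04 with fry. These 5 markers are too few to decide. A change in the MSCs themselves is among the open explanations.

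Of the 15 macrophage markers, 14 were lower in young than in old MSCs, 7 of them at the floor in young MSCs, and 1 was higher, also adjusted over the list alone. Ptprc, the transcript of CD45, had 179 ± 16.6 (SD, n = 6) normalized counts in old, 149 ± 18.1 (SD, n = 6) in rejuvenated old and 0 in all young libraries, and was at least 56.7-fold higher in old than in young MSCs. Its change after co-culture was not called, but was with a pseudocount of 10, fits of 2 groups, a single prior variance, DESeq2 and edgeR. Whether donor age or the preparation of the cultures brought this about was not tested.

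Transcripts of the Y chromosome were near 0 in young MSCs, although the paper describes the mice as male. Ddx3y, Eif2s3y, Kdm5d and Uty were at least 555-fold, 656-fold, 280-fold and 200.4-fold higher in old than in young MSCs. A mislabelled library does not account for this, since all 12 old and rejuvenated old libraries carried these transcripts and no young library had more than 3 reads of any of them. Female young donors and a loss of the Y chromosome cannot be told apart here. All 4 Y-linked genes tested were at the floor in every young library, as both would give. Xist, high in cells with an inactive X chromosome, was 34.4 ± 8.30 (SD, n = 6) normalized counts in young and 6.11 ± 4.58 (SD, n = 6) in old MSCs, or 5.55% of the median tested gene in young MSCs, which speaks against a usual inactive X. Of 4 X-linked genes that escape inactivation, 2 were higher in young MSCs, Kdm6a by a log2 fold change of 0.92 and Ddx3x by 0.51, while Eif2s3x was lower (-0.24, adjusted p = 0.0152) and Kdm5c did not differ (-0.02, adjusted p = 0.597). Age and the Y chromosome were therefore confounded in these libraries.

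Fold changes between young and old MSCs depended on the chromosome. Relative to all autosomes, the median gene lay at -0.72 on chromosome 16, -0.66 on chromosome 1, 0.64 on chromosome 7 and -0.43 on chromosome 12, in all 6 young libraries and among both the first and the last genes along each of these chromosomes. In 1000 shuffles of genes over chromosomes the largest departure was 0.187. Between rejuvenated old and old MSCs no autosome departed by 0.3, and the largest departure was 0.05, on chromosome 7. A gain or loss of whole chromosomes in some of the cultured cells is a candidate explanation, which the departure of -0.72 is consistent with, and DNA was not analysed here. Without the 4 chromosomes, the median of the lysosome list stayed at -0.25 in young against old MSCs and that of ECM-receptor interaction was -0.14, while that of the glycolysis list was 0.34 in place of 0.97.

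Young cells or their RNA in the rejuvenated old libraries were tested as a source of the shift towards young MSCs. In rejuvenated old replicates 2 to 6, genes near absent from old MSCs stood at a median of at most 0.108% of their young level. These libraries lay at 0.0203 ± 0.00562 (SD, n = 5) of the way to young. The share is one of counts, while the position is on a log2 scale, where a small share of a gene near 0 in old MSCs weighs more. These values can therefore not be compared directly, and a contribution of such RNA to their shift stays open. Without replicate 1, whose share was higher, 3331 more youthful DEGs were called.

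Glycolysis transcripts were higher in rejuvenated old than in old MSCs by a median log2 fold change of 0.56, and by 0.97 in young than in old MSCs (17 higher and 6 lower of 24, also adjusted over the list alone). None of 10000 lists matched in GC content and transcript length was as high. A hypothesis is that a second layer of cells in the well, whatever its age, raised these transcripts, for example by using oxygen. The design has no RNA from old MSCs co-cultured with old MSCs, so this and an effect of the young donors cannot be told apart. Ndufa4l2, the largest rise among more youthful DEGs, and Vegfa moved in the same direction after co-culture.

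The paper measured 3 released factors by ELISA in other cultures. In the RNA sequencing, Vegfa had 8422 ± 182 (SD, n = 6) normalized counts in old, 14019 ± 1379 (SD, n = 6) in rejuvenated old and 7552 ± 556 (SD, n = 6) in young MSCs. Its log2 fold change was 0.73 in rejuvenated old (adjusted p = 2.92e-10, limma) and -0.16 in young against old MSCs (adjusted p = 0.00765). Igf1 had fold changes of 0.21 (adjusted p = 0.00555) and 0.76 (adjusted p = 3.04e-11). Cxcl12, which encodes SDF1, had 197374 ± 7680.4 (SD, n = 6) normalized counts in old, 238458 ± 20791 (SD, n = 6) in rejuvenated old and 9227 ± 166 (SD, n = 6) in young MSCs, with fold changes of 0.27 (adjusted p = 1.11e-04) and -4.42 (adjusted p = 8.53e-27). The call of Vegfa, Y-O was lost with the same total in each library (-0.086, adjusted p = 0.154) and with quantile normalization (-0.099, adjusted p = 0.105), and quantile normalization removed the rise of Cxcl12 after co-culture.

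Of the surface markers, Ly6a (Sca-1) had fold changes of 1.07 in rejuvenated old and 2.02 in young against old MSCs, and Cd44 of -0.30 and -0.47. Cd34 had 7006 ± 156 (SD, n = 6) normalized counts in young and 23.1 ± 3.31 (SD, n = 6) in old MSCs. Pecam1 (CD31) was too low to be tested, with 16.98 ± 4.51 (SD, n = 6) in young and 6.56 ± 2.87 (SD, n = 6) in old MSCs. The osteoblast markers had a median of -0.17 in rejuvenated old against old MSCs (2 higher and 4 lower of 10, or 3 and 5 adjusted over the list alone, adjusted p = 0.675) and of -1.35 in young against old MSCs (1 higher and 9 lower, also adjusted over the list alone, adjusted p = 0.0142). The adipocyte markers had medians of -0.06 (3 higher and 2 lower of 6, or 3 and 3 adjusted over the list alone, adjusted p = 0.756) and -4.30 (0 higher and 6 lower, also adjusted over the list alone, adjusted p = 0.00218), the latter -3.46 with members at the floor at their bound. Angiogenesis and cholesterol biosynthesis genes had medians of -0.97 and -0.66 in young against old MSCs (7 higher and 25 lower, adjusted p = 0.00588, and 3 higher and 17 lower, adjusted p = 0.0168), with 4 higher in place of 3 for the latter adjusted over the list alone. Of the osteoclast markers, 3 were higher and 2 were lower in young than in old MSCs, also adjusted over the list alone (median 0.18, adjusted p = 0.948), and 99 PI3K-Akt genes were lower and 75 higher, also adjusted over the list alone (median -0.12, adjusted p = 0.3001). All 24 genes of Fig. 8 were more youthful DEGs, 17 of them lower and 7 higher than in old MSCs, with medians of -0.36 in rejuvenated old and -0.56 in young against old MSCs, and the means of 17 were closer to young. The study chose these genes on the same libraries, so this is not independent evidence.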
